A study of Mus musculus with 105 samples.

How the data were processed

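Messenger RNA abundance was measured in liver, muscle and brown adipose tissue (BAT) of male and female C57BL/6J mice fed either a control diet (CTL) or a diet in which valine, an essential branched-chain amino acid, was restricted by 67% (ValR). Per the labels' protocols, animals received their diet from 4 weeks of age on, tissues were snap frozen, RNA was extracted with a column kit, and strand-specific libraries were made from 500 ng of total RNA. The labels placed 105 libraries in 12 groups of tissue, sex and diet. The same animal identifiers recurred in the 3 tissues, so that 35 animals gave all libraries.

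The values used here were the authors' own comparisons. The table listed 16649 genes and 15 contrasts, and for each gene and contrast it held a log2 fold change, a p-value and an adjusted p-value, per the file headers. It also held 1 F statistic per gene, a score over the contrasts, with its p-value and adjusted p-value, per the file headers. The aligner, the counting method, the genome build, the annotation, the filter on low counts, the normalization and the test were not given in the sources used here. No coordinates were printed for that reason. Counts per library were not analysed here. The depth of the libraries is therefore unknown, and no mean, SD or test over libraries could be computed.

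Of the contrasts 6 were diet effects, 1 for each sex and tissue. The header did not say which diet was the numerator of the log2 fold change, so effects are described as positive or negative coefficients. The other 9 contrasts were differences between 2 diet effects. Each of these columns equalled 1 diet column minus another to within 4.9e-08. Columns named male against female held the female effect minus the male effect, and columns named for 2 tissues held the effect in the tissue named last minus the effect in the tissue named first. The deposited adjusted p-values differed from Benjamini-Hochberg values recomputed over all genes of a contrast by at most 0.000221.

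The design fixed before the data were examined foresaw tests on counts, and for a table of comparisons the authors' p-values counted as deposited with a threshold of 0.05 on the adjusted p. The latter was done. That design also foresaw a descriptive comparison of the sexes and a contrast of females with males on CTL. The deposited sex differences were used for the first, and the second was not analysed here. The rule for named genes, also fixed beforehand, took for each diet comparison the 2 positive and the 2 negative genes with the largest absolute log2 fold change among those past the threshold with a mean expression at or above the median. Mean expression is not a column of the table, and an implied standard error at or below the median of the contrast took its place, a choice made after the data were seen. Where no gene of a direction passed, the gene with the smallest p of that direction was named. Further named genes were the 2 with the smallest p for each sex difference, up to 5 genes called in the same direction in both sexes or in the 3 tissues of 1 sex, up to 4 called members of each list per comparison by smallest p, and Fgf21, Ucp1, Cdkn1a, Cdkn2a, Bcat2 and Hibch in every comparison. Genes named outside this rule are said to be so where they appear, and some genes that the rule selects are not reported here.

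The denominator degrees of freedom behind the deposited F statistics were solved from F and its p-value with 6 numerator degrees of freedom, on 406 genes spread through the table. The median was 86.629, with 5th and 95th percentiles of 86.617 and 86.634. These degrees of freedom turned each deposited p-value into a t value, and the log2 fold change divided by that t value gave the standard error implied by the table. This implied standard error is the error given beside each fold change. The degrees of freedom exceed the number of libraries in any single diet comparison, so the spread behind it was pooled over groups. The Benjamini-Hochberg adjustment was tested on simulated p-values for the female liver comparison, with 16649 genes of which 200 were changed by a fixed amount. At an adjusted p of 0.05 it recovered 73.0% of the changed genes, and 3.95% of the calls were unchanged genes. These shares do not measure the step from p-values to standard errors.

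Of the gene identifiers, 16607 were found in a reference table of mouse gene names and 42 were not. Symbols are those of the authors' deposited table. Another 50 genes had an Ensembl identifier in place of a symbol.

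Gene lists, 19 of them with 285 members, were written from general knowledge before the data were examined, and 6 members were not listed under those symbols in the table. For each list and diet comparison the median log2 fold change was set against 10000 random lists of the same size, drawn from genes in the same 1 of 20 bins of implied standard error. Matching on implied standard error took the place of matching on mean expression. The percentile describes where the list lay among random lists. Genes of a list vary together, so the percentile is not a test over animals. The lists held genes of branched-chain amino acid (BCAA) catabolism, the amino acid response, thermogenesis, lipogenesis, cholesterol synthesis, senescence and inflammation, oxidative phosphorylation, the Y chromosome, X inactivation, sex-biased liver expression, B and plasma cells, T cells, macrophages, muscle fibres, white adipocytes, erythroid cells, fibrosis and matrix, muscle denervation, and the circadian clock.

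Alternatives covered the thresholds, the adjustment, the identifiers, the correlation measure and the list statistic. Another 2 were added after the data were seen. In the first, only genes with an implied standard error at or below the median of the contrast were tested. In the second, genes were placed in 10 bins of transcript length by 10 bins of GC content of the longest transcript in GENCODE M21, and the median log2 fold change of a bin was subtracted. Length and GC were found for 16607 genes, 99.8% of the table, and for every listed member of the gene lists. All computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.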

Results

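RNA sequencing of liver, muscle and BAT addressed whether lifelong restriction of dietary valine changes gene expression in mice, and whether it does so differently in males and females. In each tissue the labels gave 9 male CTL, 7 male ValR, 9 female CTL and 10 female ValR libraries, 35 in all. A subset of the animals was sacrificed at 24 months of age for cross-sectional work, per the series description. BAT, brown adipose tissue, is a fat depot that produces heat. Library names placed all libraries on plate 3 except those of female ValR BAT, of which 9 lay on plate 4 and 1 on plate 3. Plate and diet therefore overlap almost wholly in the female BAT comparison, and the table gives no values per library to separate them. Sequencing depth is unknown. All values below are from the authors' deposited table or were computed from it, the error beside a log2 fold change is the standard error implied by its p-value, and the diet that formed the numerator is not given in the sources used here.

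Diet effects were called in every tissue and sex, in numbers that differed widely. At an adjusted p of 0.05 the authors' deposited table held 1577 genes in female liver, 9.47% of those listed, of which 911 had a positive and 666 a negative coefficient. In male liver it held 1594 genes, 935 positive and 659 negative. For female BAT the authors' deposited table gave 1338 genes, 805 positive and 533 negative, and for male BAT 226 genes, 160 positive and 66 negative. Female muscle had 739 genes in the authors' deposited table, of which 560 were positive. Male muscle had 14, of which 13 were positive. The unadjusted p of the authors' deposited table was under 0.05 for 3771 genes in female liver, 3897 in male liver, 3610 in female BAT, 2416 in male BAT, 2711 in female muscle and 820 in male muscle. The last number was 4.93% of the genes, against 5% under chance alone. The threshold set these counts: at an unadjusted p of 0.05 male muscle went from 14 to 820 genes, and with an absolute log2 fold change of at least 1 required female liver went from 1577 to 251. That requirement also turned the positive majority in male liver into a minority, 135 positive and 178 negative. The median log2 fold change over all genes lay between -0.02 and 0.01 in the 6 diet comparisons. Results of 2 further lists bear on all genes of a comparison. The 4 Y-linked genes listed had a median log2 fold change of -2.19 in female liver, where Xist (ENSMUSG00000086503) stood at 1.83 ± 0.71 in the authors' deposited table and was chosen after its value was seen. The 14 muscle fibre genes had medians of 2.25 in female BAT and 2.03 in male BAT, above all random lists.

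**Figure D1:**
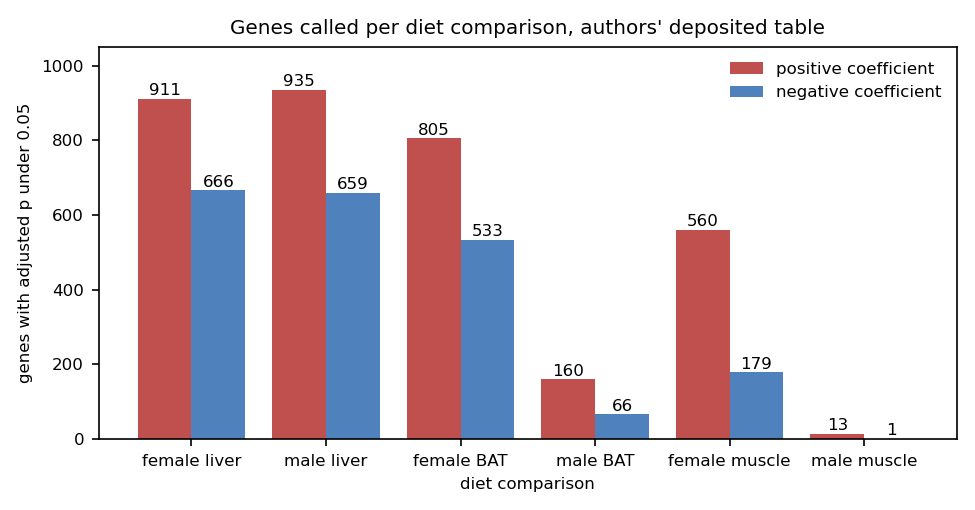
Number of genes with an adjusted p under 0.05 (vertical axis) in each of the 6 diet comparisons (horizontal axis), split into positive and negative coefficients, counted from the authors' deposited table. Female liver held 1577 genes, male liver 1594, female BAT 1338, male BAT 226 and male muscle 14.

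**Figure D2:**
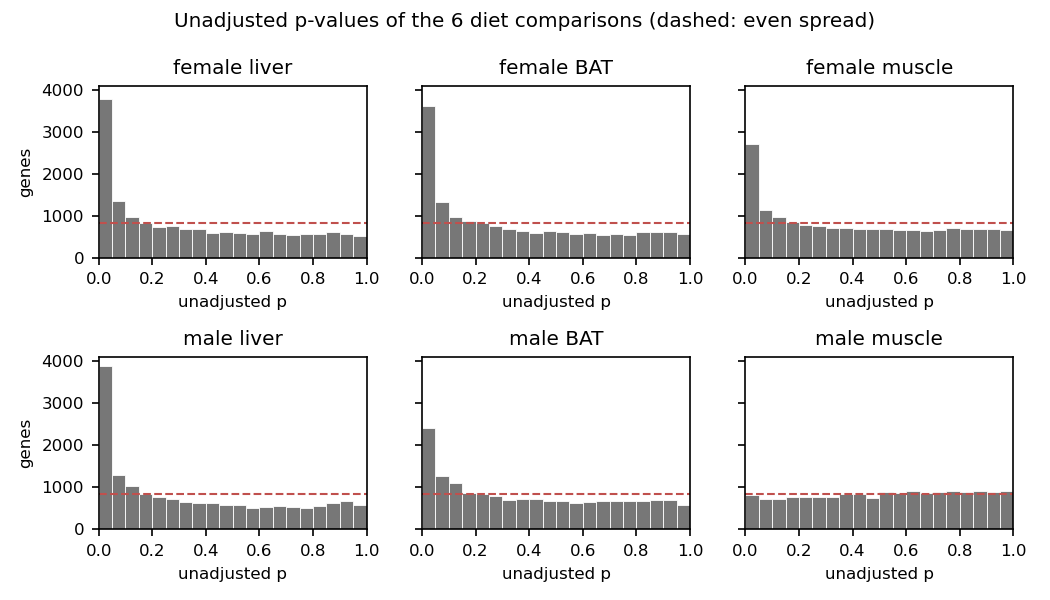
Histograms of unadjusted p-values (horizontal axis, 20 bins) of the 16649 genes (vertical axis, number of genes per bin) for the 6 diet comparisons, from the authors' deposited table, with a dashed line at an even spread. The first bin held 3897 genes in male liver and 820 in male muscle, where no excess of small p-values was seen.

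Among precisely measured genes of female liver, the largest positive log2 fold changes in the authors' deposited table were 1.57 ± 0.13 (implied SE) for Zfhx2 (ENSMUSG00000040721) and 1.36 ± 0.11 for Ppat (ENSMUSG00000029246), with adjusted p of 8.4e-16 and 4.98e-17. The largest negative ones were -0.83 ± 0.11 for Tnfaip8l1 (ENSMUSG00000044469) and -0.73 ± 0.13 for Mapre2 (ENSMUSG00000024277) in the authors' deposited table. In male liver the authors' deposited table gave 1.25 ± 0.15 for Zfhx2 and 1.17 ± 0.14 for Mir17hg (ENSMUSG00000089726). The negative end was held there by Aldh1b1 (ENSMUSG00000035561) at -1.18 ± 0.15 and Pyroxd2 (ENSMUSG00000060224) at -1.10 ± 0.10, per the authors' deposited table, with adjusted p of 7.89e-09 and 1.67e-13.

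For female BAT the authors' deposited table listed Edn1 (ENSMUSG00000021367) at 0.81 ± 0.11 and Chsy1 (ENSMUSG00000032640) at 0.78 ± 0.10 as the largest positive effects by the same rule. Cdkn1c (ENSMUSG00000037664) at -0.87 ± 0.12 and Slc29a1 (ENSMUSG00000023942) at -0.74 ± 0.11 were the largest negative ones in the authors' deposited table. In male BAT they were Prkab1 (ENSMUSG00000029513) at 0.58 ± 0.13, Gm7336 (ENSMUSG00000078636) at 0.56 ± 0.12, Zfp36l2 (ENSMUSG00000045817) at -0.67 ± 0.12 and Adora2a (ENSMUSG00000020178) at -0.56 ± 0.14, again from the authors' deposited table. The adjusted p of these 4 genes ranged from 0.00069 to 0.0202 in the authors' deposited table.

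In female muscle the authors' deposited table gave 0.95 ± 0.14 for Phaf1 (ENSMUSG00000031889), 0.85 ± 0.12 for Enox2 (ENSMUSG00000031109), -0.77 ± 0.14 for Tceal7 (ENSMUSG00000079428) and -0.68 ± 0.15 for Gm16062 (ENSMUSG00000087249). In male muscle Dusp10 (ENSMUSG00000039384) at 0.77 ± 0.12 and Gadl1 (ENSMUSG00000056880) at 0.72 ± 0.16 passed, with adjusted p of 3.4e-05 and 0.0237 in the authors' deposited table. The only negative call in male muscle was Mss51 (ENSMUSG00000021815), at -1.21 ± 0.27 with an adjusted p of 0.0414 in the authors' deposited table. It was named by its p, since no precisely measured gene passed in that direction. How reads were assigned to overlapping or similar genes is not given in the sources used here, so the values of Gm7336, Gm16062 and Mir17hg are uncertain in that respect.

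The male and female comparisons of a tissue rest on different animals, so no control library is shared between them. In liver 403 genes were called in both sexes in the authors' deposited table, against 151 under independence, and 381 of them had the same sign. Among these 381 genes 249 were positive. The 5 with the smallest larger p were Zfhx2, Ppat, Paics, Ddit3 and Lgals1. Lgals1 (ENSMUSG00000068220) was negative in both sexes, at -1.0 ± 0.17 in females and -2.25 ± 0.20 in males in the authors' deposited table. Paics (ENSMUSG00000029247) was at 0.96 ± 0.09 in females and 0.69 ± 0.11 in males in the authors' deposited table. Across all genes the log2 fold changes of the sexes correlated with a Pearson coefficient of 0.31 in liver and a Spearman coefficient of 0.40, as a description over genes, which are not independent replicates.

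In BAT 97 genes were called in both sexes in the authors' deposited table, against 18.2 under independence, and all 97 had the same sign, 84 of them positive. Among those with the smallest larger p were Hephl1, Fam236c, Shox2 and Slc9a2. Hephl1 (ENSMUSG00000031936) stood at 2.29 ± 0.26 in females and 1.92 ± 0.30 in males in the authors' deposited table. Shox2 (ENSMUSG00000027833) stood at 1.13 ± 0.17 and 1.93 ± 0.24, respectively, in the authors' deposited table. The Pearson coefficient across genes was 0.58. It rose to 0.75 when only the 1467 genes called in either sex were used. Muscle fibre genes had medians of 2.25 in female BAT and 2.03 in male BAT. How far muscle transcripts carry the agreement of the sexes in BAT was not tested. In muscle 1 gene was called in both sexes in the authors' deposited table, against 0.621 under independence. It was Picalm (ENSMUSG00000039361), at 0.38 ± 0.07 in females and 0.33 ± 0.08 in males in the authors' deposited table. After subtraction of length and GC bin medians it was at 0.33 and no longer called in males. The Pearson coefficient across genes in muscle was -0.05 for log2 fold changes and 0.08 for t values. At an unadjusted p of 0.05 in both sexes 181 genes passed, against 134 under independence, and 147 of them had the same sign, in the authors' deposited table. Of the genes called in female muscle 66.4% had the same sign in males.

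Differences between the sexes in the diet effect were tested by the authors, as the female effect minus the male effect. The authors' deposited table held 258 genes with an adjusted p under 0.05 in liver, 127 positive and 131 negative. It held 9 genes in BAT and 14 in muscle. The unadjusted p of the authors' deposited table was under 0.05 for 2021 genes in liver, 963 in BAT and 1630 in muscle. A call in 1 sex alone seldom went with a called difference: of 2365 such genes in liver 216 had one, 9.13%, in the authors' deposited table. The same held for 8 of 1370 genes in BAT and for 14 of 751 in muscle, per the authors' deposited table. In liver 190 of the 258 genes had diet effects of opposite sign in the 2 sexes, and 22 of those were called in both sexes.

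The smallest p of the sex differences in liver belonged to Pyroxd2 and C730027H18Rik (ENSMUSG00000112189). Pyroxd2 had a diet effect of 0.29 ± 0.09 in females and -1.10 ± 0.10 in males, a difference of 1.39 ± 0.14 with an adjusted p of 5.31e-12 in the authors' deposited table. C730027H18Rik was at 1.39 ± 0.15 in females and -0.29 ± 0.11 in males, a difference of 1.68 ± 0.19 in the authors' deposited table. The female effect of Pyroxd2 was not called under adjustment over all contrasts together. In BAT the authors' deposited table gave a difference of -1.04 ± 0.18 for Cdkn1c, with 0.17 ± 0.14 in males and an adjusted p of 0.00319 for the difference. Gm38069 (ENSMUSG00000103561) followed with a difference of -1.54 ± 0.28 in the authors' deposited table, from -0.76 ± 0.17 in females and 0.79 ± 0.23 in males. In muscle Gpatch1 (ENSMUSG00000063808) had a difference of 0.70 ± 0.12 in the authors' deposited table, from 0.70 ± 0.08 in females and 0.00 ± 0.10 in males. Apol6 (ENSMUSG00000033576) had a difference of -1.21 ± 0.24 in the authors' deposited table, from -0.94 ± 0.16 in females and 0.27 ± 0.17 in males.

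Tissues of 1 sex came from the same animals and are not independent sets. Females shared 91 called genes between liver and BAT in the authors' deposited table, against 127 under independence, and 60 of them had the same sign. Liver and muscle of females shared 57 called genes, against 70 under independence, and BAT and muscle shared 71, against 59.4, in the authors' deposited table. In males 16 called genes were shared between liver and BAT, against 21.6 under independence, 1 between liver and muscle, against 1.34, and 4 between BAT and muscle, against 0.19, in the authors' deposited table. Pearson coefficients across genes between tissues ranged from 0.03 for liver and muscle of females to 0.19 for liver and BAT of females. No gene was called in the same direction in all 3 tissues of males. In females 1 was, Mfhas1 (ENSMUSG00000070056), at -0.46 ± 0.09 in liver, -0.31 ± 0.09 in BAT and -0.45 ± 0.11 in muscle in the authors' deposited table.

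The authors also tested differences between the tissues in the diet effect. BAT minus liver gave 740 genes past an adjusted p of 0.05 in females and 424 in males in the authors' deposited table. Muscle minus liver gave 590 and 236 genes, and BAT minus muscle gave 409 in females and 0 in males, in the authors' deposited table. For that last contrast the smallest adjusted p of the authors' deposited table was 0.0586, and 1446 genes had an unadjusted p under 0.05. The tool behind these tests is not given in the sources used here.

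Gene lists fixed before the data were examined addressed pathways that valine restriction touches. Valine is degraded by the enzymes of BCAA catabolism. In female liver the 25 genes of that list had a median log2 fold change of 0.25, above all 10000 random lists, and 12 members passed the adjusted p of 0.05, all of them positive, in the authors' deposited table. When adjusted over the list alone, 16 passed. In male liver the median was -0.03, at the 23.3 percentile, and no member passed either way. The sex difference of the list in liver had a median of 0.26, above all random lists, with 3 members past the adjusted p over all genes in the authors' deposited table and 9 when adjusted over the list alone. The 3 were Bckdhb at 0.45 ± 0.10, Ivd at 0.70 ± 0.18 and Mccc2 at 0.50 ± 0.14 in the authors' deposited table. In female liver itself the authors' deposited table gave 0.69 ± 0.12 for Ivd (ENSMUSG00000027332), 0.62 ± 0.13 for Dbt (ENSMUSG00000000340), 0.33 ± 0.07 for Bckdhb (ENSMUSG00000032263) and 0.47 ± 0.12 for Aldh6a1 (ENSMUSG00000021238). The list lay inside the central 95% of random lists in female BAT, at the 86.0 percentile, with 1 called member. It lay above that range in male BAT, at 99.4 with a median of 0.08, in female muscle, at 99.4 with a median of 0.11, and in male muscle, above all random lists with a median of 0.14. The percentile in male BAT fell to 96.9 when random lists were not matched on implied standard error. Bcat2 (ENSMUSG00000030826), the mitochondrial aminotransferase, was called in female muscle alone, at 0.32 ± 0.09 with an adjusted p of 0.0188 in the authors' deposited table. Its sex difference in muscle was not called, with an adjusted p of 0.82 in the authors' deposited table. Hibch (ENSMUSG00000041426), an enzyme of the valine branch, was called in no diet comparison, with log2 fold changes from -0.06 in female BAT to 0.13 in male muscle in the authors' deposited table.

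The amino acid response list held genes that cells induce when amino acids are scarce. Its median was 0.56 in female liver and 0.70 in male liver, in both above all random lists. Of 22 members 8 were called in females and 14 in males, all positive in the authors' deposited table. When adjusted over the list alone, 12 passed in females and 17 in males. The 17 included a negative member, Vldlr, at -0.83 ± 0.38 in male liver. Asns (ENSMUSG00000029752), asparagine synthetase, was at 2.79 ± 0.50 in female and 4.30 ± 0.59 in male liver in the authors' deposited table. Ddit3 (ENSMUSG00000025408) was at 1.41 ± 0.19 and 1.57 ± 0.21, and the hormone gene Fgf21 (ENSMUSG00000030827) at 1.29 ± 0.40 and 1.58 ± 0.41, in the authors' deposited table. The sex difference of Fgf21 in liver was -0.29 ± 0.57 in the authors' deposited table, with an adjusted p of 0.934. The call of Fgf21 in female liver was lost when adjusted over all 15 contrasts together. The sex difference of the list in liver had a median of -0.26, at the 0.09 percentile, with 5 of 22 members positive, so most members had the larger coefficient in males. Of single members Cth (ENSMUSG00000028179) differed the other way between the sexes, by 1.23 ± 0.25 with an adjusted p of 0.00141 in the authors' deposited table, and so did Vldlr (ENSMUSG00000024924), by 1.66 ± 0.45. In BAT the list lay at the 50.7 percentile in females and 65.7 in males, where the median of 0.01 and the mean of -0.10 differed in sign. In female muscle the median was -0.28, at the 0.81 percentile, and 3 members were called. Of these Chac1 (ENSMUSG00000027313) was at -1.29 ± 0.28 and Aldh1l2 (ENSMUSG00000020256) at 0.88 ± 0.18 in the authors' deposited table. With the mean in place of the median that percentile was 9.69. In male muscle the list lay at 80.6. Fgf21 was not called in BAT or muscle, where its implied standard error lay between 0.79 and 2.35 in the authors' deposited table.

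**Figure D3:**
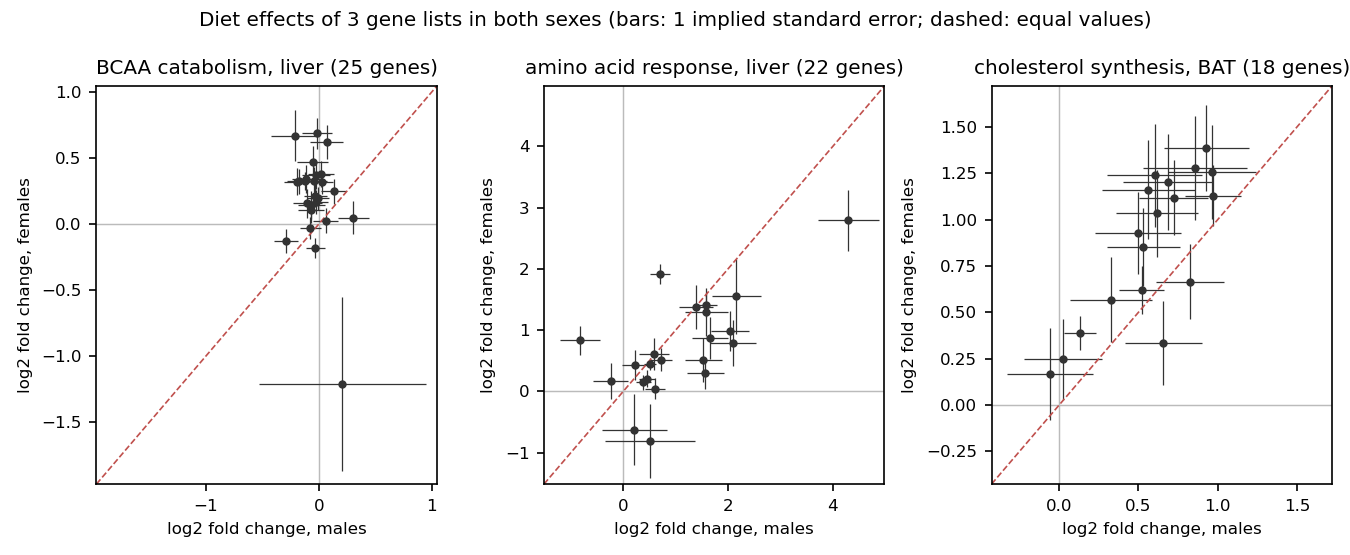
Log2 fold change of each listed gene in females (vertical axis) against males (horizontal axis) for BCAA catabolism in liver (25 genes), the amino acid response in liver (22 genes) and cholesterol synthesis in BAT (18 genes), from the authors' deposited table, with 1 implied standard error as bars and a dashed line of equal values. BCAA catabolism genes lay above 0 in females and near 0 in males, with medians of 0.25 and -0.03, whereas the other lists had positive medians in both sexes.

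Cholesterol synthesis genes were positive in BAT of both sexes, 18 of 18 in females and 17 of 18 in males. The median of 18 members was 0.98 in females and 0.61 in males, in both above all random lists. In females 14 members were called in the authors' deposited table and 15 when adjusted over the list alone, against 3 and 11 in males. Sqle (ENSMUSG00000022351) was at 1.39 ± 0.23 in female BAT in the authors' deposited table. The sex difference of the list in BAT had a median of 0.31, at the 99.99 percentile, with 16 of 18 members positive, and no member was called for it. In liver the median sex difference was -0.20, at the 0.40 percentile. The list also lay above the central 95% of random lists in female liver, with a median of 0.23, and in male liver, with a median of 0.42. It did so in female muscle, with 0.11, and in male muscle, with 0.23, and there the mean in place of the median gave percentiles of 95.7 and 97.4, inside that range. In liver 1 member was called in each sex in the authors' deposited table, Srebf2 in females at 0.26 ± 0.09 and Sqle in males at 0.84 ± 0.25. The call of Srebf2 was lost under adjustment over all contrasts and under the length and GC subtraction.

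The lipogenesis list had a median of 0.37 in female BAT, 0.56 in male BAT and 0.33 in male muscle, at percentiles of 99.95, 100 and 99.97. It lay at the 86.3 percentile in female liver, 41.0 in male liver and 85.6 in female muscle, and its sex difference in muscle had a median of -0.49, at the 0.10 percentile. In female BAT 3 of 16 members were called in the authors' deposited table, Me1, Dgat1 and Acss2, of which the last 2 lost their call under adjustment over all contrasts together, and in male BAT none was called over all genes and 3 were when adjusted over the list alone. Oxidative phosphorylation genes had a median of 0.22 in female liver, above all random lists, with 8 of 23 members called in the authors' deposited table and 15 when adjusted over the list alone. Their medians were 0.05 in male liver, -0.03 in female BAT, 0.05 in male BAT, -0.09 in female muscle and 0.17 in male muscle, with no member called. The list lay below the central 95% of random lists in female muscle, at the 0.20 percentile, and above all random lists in male muscle, where 23 of 23 members were positive. Its percentiles were 76.4 in male liver, 38.9 in female BAT and 93.9 in male BAT. The sex difference of the list had a median of -0.24 in muscle, below all random lists, and of 0.15 in liver, at the 99.97 percentile, with no member called. The thermogenesis list lay within the central 95% of random lists in both BAT comparisons, at percentiles of 41.5 in females, where the median of -0.05 and the mean of 0.07 differed in sign, and 17.3 in males. Ucp1 (ENSMUSG00000031710), the uncoupling protein gene of brown fat, was at -0.16 ± 0.34 in female and -0.14 ± 0.35 in male BAT in the authors' deposited table, and was not called. Thermogenesis percentiles were 44.3 in female liver, 41.9 in male liver, 36.6 in female muscle and 99.98 in male muscle, where the median was 0.41 and no member was called. The sex difference of that list had a median of -0.58 in muscle, at the 0.09 percentile, and of 0.17 in BAT, at the 99.2 percentile. In male muscle Ucp1 itself was at 3.33 ± 1.58 with an adjusted p of 0.965 in the authors' deposited table.

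The senescence and inflammation list had negative medians in 5 of the 6 comparisons, from -0.40 in male BAT to -0.15 in female liver, and a median of 0.03 with a mean of -0.15 in male muscle. Only male BAT lay outside the central 95% of matched random lists, at the 0.045 percentile. Without matching, female liver, male liver, female BAT and female muscle lay below that range as well. In male liver 4 of 21 members were called in the authors' deposited table, all negative, among them Mmp12 (ENSMUSG00000049723) at -2.29 ± 0.49. In female BAT Cdkn2b (ENSMUSG00000073802) was called at 0.84 ± 0.23 in the authors' deposited table. The cell cycle inhibitor genes Cdkn1a (ENSMUSG00000023067) and Cdkn2a (ENSMUSG00000044303) were called in no comparison. The smallest p among them was 0.00853, for Cdkn1a in male liver at 0.92 ± 0.34, with an adjusted p of 0.0712 in the authors' deposited table. For Cdkn2a it was 0.012, in female BAT at -1.38 ± 0.54, in the authors' deposited table.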

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

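Of the tests in this part, those on precision, on imprecise genes and on transcript length or GC were set down before their results were seen, and those on precision at an unadjusted p, on male RNA, on an exchange of libraries, on the library plate, on chance and on the dependence of tissues were chosen only after the result was seen. The diet effects of males and females, or of 2 tissues, differed by the authors' own test of the difference for the results below. Regrouping the libraries at random needs values per library, which were not analysed here, so no count of other splits is given.

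In liver the authors' deposited table held 258 genes whose diet effect differed between the sexes. Leading them were Pyroxd2, with a female minus male difference of 1.39 and effects of opposite sign, and C730027H18Rik, with a difference of 1.68. Imprecise measurement argues little here, since 45.7% of the 258 genes had an implied standard error above the median of all genes, under the 50 percent that a random choice would give. Male RNA or a male library among the female liver libraries is a candidate explanation raised by the Y-linked genes described under the other observations. It cannot produce effects within males, and 143 of the 258 genes were called in the male liver comparison itself, Pyroxd2 among them. Of the 143, 30 were called in female liver as well, 22 of them with the opposite sign. For any of the 143 male RNA could still have added to the female part of the difference, whether or not that part was called. For the 115 genes not called in male liver, C730027H18Rik included, male RNA cannot be told apart from a diet effect in females. Of these 115, 103 were called in female liver alone, where the effect rests on the female libraries. The other 12 were called in neither sex, so that their difference rests on the libraries of both. The sex-biased liver list, fixed beforehand, held 8 genes that are higher in males and 10 that are higher in females, and 6 of the 18 had a positive sex difference, so its median of -1.18 does not describe a single shift. Of the 4 called members Cyp7b1 had the smallest p, at -2.09 ± 0.25, with 1.67 ± 0.18 in male liver in the authors' deposited table. Slco1a1 was at -9.21 and Hsd3b5 at -7.78 in the authors' deposited table, and Cyp2b9 went the other way at 5.0 ± 0.76. The last 3 belong to families of similar genes, and the counting method is not given in the sources used here, so their values are uncertain. All 8 listed genes that are higher in males were positive in the male liver comparison. A sex-specific response of the liver to the diet stays open as an explanation and was not tested beyond these counts.

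Genes of BCAA catabolism formed part of that sex difference in liver. A trend with transcript length or GC would have been removed by subtracting the bin medians. The median difference was then 0.24, and the list lay at the 100 percentile of random lists, so such a trend does not account for it. Whether male RNA in the female libraries bears on this list was not tested.

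In BAT the authors' deposited table held 9 genes with a sex difference, led by Cdkn1c at -1.04 and Gm38069 at -1.54. The share of genes with an unadjusted p under 0.05 was 5.78%, near the 5% of chance, while the smallest adjusted p was 0.00319, so chance cannot be excluded for the genes near the threshold. The library plate stays open here, since 9 of the 10 female ValR libraries and 0 of the female CTL libraries lay on the second plate. The 1 ValR library on the first plate would allow a plate term, which needs values per library. A sex difference in the response to the diet is open too.

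In muscle the authors' deposited table held 14 genes with a sex difference, led by Gpatch1 at 0.70 and Apol6 at -1.21. The share of genes with an unadjusted p under 0.05 was 9.79%, above the 5% that chance alone gives. All libraries of muscle lay on 1 plate. After subtraction of length and GC bin medians 22 genes were called, all 14 among them, so such a trend does not account for the 14. With only precise genes tested, 17 were called, 9 of them among the 14. No other technical explanation was tested for these genes, and a sex-specific response stays open.

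The diet effects of BAT and liver differed for 740 genes in females and 424 in males in the authors' deposited table. For muscle and liver the numbers were 590 and 236, and for BAT and muscle of females 409. The 3 tissues came from the same animals. Had the fit allowed for that, the squared standard error of a tissue difference would depart from the sum of the 2 squared standard errors. The largest departure of the median ratio from 1 was 1.2e-08 percent over the 6 tissue differences, so the tissues entered as independent. How the counts would change with the animal in the model was not tested. For BAT and muscle the male comparison held 0 genes at an adjusted p of 0.05 and 1446 at an unadjusted p of 0.05. Lower precision in males was weighed by bringing the female t values to the male standard errors with fresh noise. At the adjusted threshold this gave 139 to 231 genes, more than 1.5 times the male count, taken as 1, in 100 of 100 draws. A count of 0 is a weak yardstick, and the test was repeated at an unadjusted p of 0.05, where it gave 2256 to 2389 genes against 1446 in males, more than 1.5 times in 100 of 100 draws. The draws treat genes as independent. Lower precision as these standard errors give it did not bring the female count to the male one. They pool the spread over groups, so a larger spread among the male libraries themselves was not tested. Tissue is itself named by the design, so a tissue-specific response stays open, as do muscle transcripts carried into BAT, described under the other observations.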

How the results depend on the processing

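Restriction to precise genes, subtraction of length and GC bin medians and the use of implied standard errors to match random lists were chosen after the data were seen, and the other alternatives before. Counts of genes are called close to the reported count here when they lie within 1.5 times of it.

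All 15 counts stayed close when the adjusted p was recomputed and when genes without a symbol were left out. The threshold sets the counts by construction. At an adjusted p of 0.01, 14 counts fell by more: to 767 in female liver, 723 in male liver, 415 in female BAT, 50 in male BAT, 304 in female muscle and 7 in male muscle, to 243 and 123 for BAT minus liver in females and males, 226 and 62 for muscle minus liver, 115 for BAT minus muscle in females, and 123, 3 and 1 for the sex differences in liver, BAT and muscle. At an adjusted p of 0.10, 11 counts rose by more: to 2156 in female BAT, 526 in male BAT, 1217 and 817 for BAT minus liver in females and males, 1121 and 480 for muscle minus liver, 830 and 10 for BAT minus muscle, and 454, 23 and 30 for the sex differences in liver, BAT and muscle.

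At an unadjusted p of 0.05 the counts were 3771 in female liver, 3897 in male liver, 3610 in female BAT, 2416 in male BAT, 2711 in female muscle and 820 in male muscle. They were 2944 and 2498 for BAT minus liver in females and males, 2858 and 2286 for muscle minus liver, 2698 and 1446 for BAT minus muscle, and 2021, 963 and 1630 for the sex differences in liver, BAT and muscle. Genes called in both sexes then numbered 1398 in liver, 1080 in BAT and 181 in muscle. Genes shared by tissues numbered 715 for liver and BAT, 543 for liver and muscle and 627 for BAT and muscle in females, and 507, 145 and 112 in males.

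With an absolute log2 fold change of at least 1 required, 251 genes were left in female liver, 313 in male liver, 330 in female BAT, 66 in male BAT, 45 in female muscle and 7 in male muscle. The tissue differences left 177 and 131 for BAT minus liver in females and males, 100 and 76 for muscle minus liver and 122 for BAT minus muscle in females, and the sex differences 112 in liver and 6 in muscle. Under this setting the positive share of calls moved by more than 10 percentage points in 11 of the 14 contrasts with calls. It went from 58.7% to 43.1% in male liver, 60.2% to 81.2% in female BAT, 70.8% to 84.9% in male BAT and 75.8% to 62.2% in female muscle. It went from 50.2% to 67.2% for BAT minus liver in males, 58.6% to 31.0% and 45.3% to 60.5% for muscle minus liver in females and males, and 50.9% to 83.6% for BAT minus muscle in females. For the sex differences it went from 49.2% to 60.7% in liver, 22.2% to 33.3% in BAT and 78.6% to 66.7% in muscle. The share moved as far in 5 contrasts at an unadjusted p of 0.05, in 3 under adjustment over all contrasts, in 2 at an adjusted p of 0.01, in 1 at 0.10 and in 2 among precise genes, where that of BAT minus muscle in females fell to 36.5%.

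Adjustment over all 15 contrasts together gave 1040 genes in male liver, 862 in female BAT and 71 in male muscle, 94 for BAT minus muscle in males, and 78 and 115 for the sex differences in BAT and muscle. Contrasts with few small p-values gain calls from the others under this adjustment. Restriction to precise genes, which tests fewer genes, gave 1013 in female liver, 693 in female BAT, 110 in male BAT, 3 in male muscle, 2 for BAT minus muscle in males, and 156 and 3 for the sex differences in liver and BAT. Subtraction of length and GC bin medians gave 4 genes for BAT minus muscle in males and 22 for the sex difference in muscle, and left the other 13 counts close; the cause was not tested. It moved the positive share of calls for muscle minus liver in males from 45.3% to 31.9% and for the sex difference in BAT from 22.2% to 38.5%.

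Spearman in place of Pearson coefficients moved none of the 9 correlations by 0.1. Restricted to genes called in at least 1 of the comparisons, they rose to 0.75 for the sexes in BAT, 0.30 for the sexes in muscle and 0.37 for BAT and muscle of males, and the other 6 moved by less than 0.1, up or down. The cause was not tested.

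Of 42 list results in the diet comparisons, the mean in place of the median moved 5 across the bounds of the central 95% of random lists: percentiles became 9.69 for the amino acid response in female muscle, 95.7 and 97.4 for cholesterol synthesis in female and male muscle, 0.44 for senescence in male liver and 98.2 for oxidative phosphorylation in male BAT. Unmatched random lists moved 6: 96.9 for BCAA catabolism in male BAT, 0.91, 0.27, 0.10 and 0.62 for senescence in female liver, male liver, female BAT and female muscle, and 10.3 for oxidative phosphorylation in female muscle. Without its largest member, cholesterol synthesis in male muscle was at 97.4. After length and GC subtraction cholesterol synthesis in female muscle was at 97.2 and oxidative phosphorylation in female muscle at 3.69. The cause was not tested. No list outside the central 95% changed its sign. Of the 168 values of all lists under these alternatives 7, each of a list inside it, had the other sign: the amino acid response in male BAT with the mean and after length and GC subtraction, thermogenesis in female BAT and senescence in male muscle with the mean, thermogenesis in female liver and lipogenesis in female muscle without the largest member, and oxidative phosphorylation in female BAT after length and GC subtraction.

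Among 206 results of named genes, 53 lost their call at an adjusted p of 0.01. Under adjustment over all contrasts 19 lost and 1 gained it. Under length and GC subtraction 7 lost and 2 gained it.

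No paired analysis was possible because the authors' deposited table holds no values per library, although the same animals gave the 3 tissues. For the same reason the following, set down beforehand, were not run: other size factors, another count test, other filters on low counts or values, each sex fitted apart, robust dispersion, the animal number as a random effect, the plate as a covariate in female BAT, and another pseudocount. The planned minimum on mean expression was replaced by the restriction to precise genes. Depth is unknown, so its limits on these results could not be given.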

Other observations

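The tests of precision and of transcript length or GC in this part were set down before their results were seen, and those on precision at an unadjusted p, on muscle transcripts in BAT, on Y-linked genes, on the library plate, on the number of libraries and on the sign of the coefficients were chosen only after the result was seen.

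Female BAT had 1338 called genes and male BAT 226, and female muscle had 739 and male muscle 14. Standard errors were larger in males, which had fewer libraries, and lower precision was weighed as the cause. When the t values of the female comparison were brought to the male standard errors with fresh noise, the count stayed more than 1.5 times the male count in 100 of 100 draws in BAT, with a median of 766.5 genes and a range from 695 to 855. In muscle it did so in 100 of 100 draws too, with a median of 413 genes and a range from 336 to 473. At an unadjusted p of 0.05 the draws gave 2302 to 2445 genes in muscle against 820 in males, more than 1.5 times in 100 of 100 draws. In BAT they gave 3114 to 3253 against 2416 in males, more than 1.5 times in 0 of 100 draws. The female count before any draw, 3610, was already within 1.5 times of 2416, so this yardstick cannot decide for BAT. The male standard errors pool the spread over groups, so a larger spread among the male libraries themselves was not tested. Lower precision as these standard errors give it did not bring the count of female muscle to that of males at either threshold. In BAT it did not do so at the adjusted threshold. At the unadjusted one all draws lay below 3610 and above the male count, and no conclusion is drawn from the 1.5 limit. In BAT the plate stays open: 9 of 10 female ValR libraries lay on the second plate, and a plate term needs values per library. The plate does not account for the signs shared by the sexes, because all male libraries lay on 1 plate and 86.9% of the genes called in female BAT had the same sign in male BAT. Muscle transcripts in BAT, described below, were not weighed for these shared signs. A difference between the sexes in the response is open as well. Few single genes of BAT or muscle had a called sex difference, 9 and 14 in the authors' deposited table, so the gap in counts does not show that named genes differ. Of the female muscle calls 75.8% were positive. The size of this majority depended on the threshold, with 81.9% at an adjusted p of 0.01 and 59.8% at an unadjusted p of 0.05. After length and GC bin medians were subtracted the share at an adjusted p of 0.05 was 80.9%, so such a trend does not account for the majority.

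Muscle fibre genes were positive in BAT of both sexes: all 14 listed genes had positive coefficients, with medians of 2.25 in females and 2.03 in males, while the medians in muscle itself were 0.13 and -0.10. A candidate explanation is skeletal muscle carried along with BAT at dissection, in different amounts in the 2 diet groups. A second list of 19 other abundant muscle transcripts, none of them on another list, had a median of 2.12 in female BAT and 1.79 in male BAT, with 19 of 19 positive in each. That is what carried muscle would give, and a change of muscle-like transcription within BAT would give it too. Of the 14 fibre genes 3 were called in female BAT and 1 in male BAT in the authors' deposited table, and 14 and 7 when adjusted over the list alone. Of the 19 other transcripts 11 were called in female BAT and 1 in male BAT in the authors' deposited table. The muscle denervation list had medians of 1.48 and 1.67 in BAT, above all random lists. Its member Chrng was called in male BAT at 2.52 ± 0.55 and in male muscle at 2.71 ± 0.42 in the authors' deposited table. In muscle the denervation list had medians of 0.10 in females, at the 98.0 percentile, and 0.45 in males, above all random lists.

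Y-linked genes were negative in female liver, where Ddx3y stood at -2.98 ± 0.88 and Eif2s3y at -2.52 ± 0.85, both called in the authors' deposited table. Female mice carry no Y chromosome, so these coefficients point to reads that do not belong. A candidate explanation is male RNA or a male library among the female liver libraries of 1 diet. Xist, transcribed from the inactive X chromosome of females, moved the opposite way, at 1.83 ± 0.71, as that explanation needs, with an adjusted p of 0.0913 in the authors' deposited table. Xist, the only member of the X inactivation list, is outside the rule for named genes and was chosen after its value was seen. It lay at the 99.2 percentile of random genes in female liver and at the 98.1 percentile in male liver, so the percentile does not set the sexes apart. In male liver the authors' deposited table gave 1.39 ± 3.68 for Xist, with a p of 0.707, too imprecise for a direction. An exchange of libraries between the female and male liver groups is argued against: the Y-linked genes had a median of 0.15 in male liver, with implied standard errors between 0.16 and 0.18 in the authors' deposited table. Of 18 sex-biased liver genes 11 moved as male RNA in the CTL group would move them, assuming that positive means higher in ValR, with a two-sided exact binomial p of 0.481. Genes of that list respond to diet as well, and the count decides nothing. Cux2 at -1.65 ± 0.43 and A1bg at -1.90 ± 0.51 moved against it in the authors' deposited table, and Cyp2b9 at 2.96 ± 0.50 moved with it. A1bg was chosen after its value was seen. Y-linked medians were -0.83 in female BAT, at the 5.44 percentile, and -0.59 in female muscle, with no gene called. Near-absent transcripts give unstable coefficients, and which library carried the reads was not analysed here.

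The implied degrees of freedom were lower than the 105 labelled libraries give. With 12 group means, 105 libraries leave 93 residual degrees of freedom, and the deposited F statistics imply 86.6. Ratios of squared standard errors between comparisons depend on the group sizes. The most frequent ratio of male to female liver was 1.32, where the labelled sizes give 1.20, so all labelled libraries at equal weight do not explain the table. Group sizes at or below the labelled ones matched all 9 ratios within 0.5 percent in 1 way only, with 95 libraries in all. Their residual degrees of freedom, 83, would leave 3.63 for a prior that pools information over genes. That set had 18 female liver, 14 male liver, 17 female BAT, 15 male BAT, 17 female muscle and 14 male muscle libraries. Of 1000 sets of random ratios 5.2% also had a solution. Only 1628 of 14470 genes lay near the most frequent ratio of male to female liver, where equal weights would place all genes. Equal weights therefore do not hold for most genes. The group sizes were solved from the most frequent ratios, as if weights were equal there. A fit on 95 of the 105 libraries is therefore only a possibility. Which libraries would be missing was not analysed here.

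The header does not give the sign of the coefficients. Genes that amino acid shortage raises lay at the 100 percentile of random lists in female liver and at the 100 percentile in male liver, with Asns, Ddit3 and Fgf21 positive in both. This is what would be seen if positive values mean higher in ValR, which stays a hypothesis because it was read from the same data.

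Cholesterol synthesis genes kept their place in female BAT when length and GC bin medians were subtracted, with a median of 0.99 at the 100 percentile, so a trend of that kind does not account for them. The plate stays open in female BAT, while the male comparison, made on 1 plate, had a median of 0.61.

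Among all 114 percentiles of 19 lists in 6 diet comparisons, 57 lay outside the central 95%, against 5.7 for independent genes. B and plasma cell genes lay below that range in female liver, male liver, female BAT, male BAT and male muscle, with medians from -1.18 to -0.63, and above it in female muscle, at 0.33. T cell genes had medians of -1.27 in female BAT and -0.92 in male liver, both below the range. Macrophage genes were below it in male liver at -0.76, male BAT at -0.89 and female muscle at -0.47. Erythroid genes had medians of -0.69 in female and -0.95 in male BAT, and of 0.37 in female and 0.50 in male liver, outside the range each time. White adipocyte genes were above it in liver, at 0.46 in females and 0.28 in males, and below it in muscle, at -0.46 in females and -0.39 in males. Fibrosis and matrix genes were below it in female liver at -0.36, male liver at -0.50 and female muscle at -0.38, and above it in male muscle at 0.20. Circadian clock genes were above it in female liver at 0.26 and female muscle at 0.14. The sex-biased liver list had medians of -0.40 in female and 0.37 in male liver, over members that went both ways. These are descriptions, and no explanation was tested for the lists of this paragraph, apart from male RNA for the sex-biased liver list in female liver, given above.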
